# NR4A1 Mediates Bronchopulmonary Dysplasia-Like Lung Injury Induced by Intrauterine Inflammation in Mouse Offspring

**DOI:** 10.3390/ijms26146931

**Published:** 2025-07-18

**Authors:** Xiya Ding, Ruoxuan Li, Dongting Yao, Zhimin Lei, Wei Li, Qianwen Shen, Ze Chen, Meng Ni, Baihe Li, Xiaorui Liu, Jiuru Zhao, Qianqian Zhang, Zhiwei Liu

**Keywords:** intrauterine inflammation, lung injury, NR4A1, EREG, cell proliferation, fibrosis

## Abstract

Intrauterine inflammation (IUI) is involved in the development of bronchopulmonary dysplasia (BPD). Previously, we observed BPD-like pathological changes in a mouse model of IUI. This study aimed to identify the key molecules involved in IUI-induced lung injury, focusing on NR4A1. Pregnant C57BL/6 mice were randomly divided into control and IUI groups. To verify the intervention effects, Nr4a1 siRNA was administered intranasally on postnatal day 3, while an NR4A1 overexpression plasmid was applied in MLE-12 cells to investigate downstream molecules. We found that the lungs of IUI-induced offspring exhibited a simplified structure on postnatal day 1 and excessive collagen fiber deposition by day 90. Postnatal NR4A1 intervention reversed IUI-induced neonatal lung injury. NR4A1 overexpression reduced cell proliferation and AKT and ERK1/2 phosphorylation levels, while also affecting the expression of the key epithelial–mesenchymal transition (EMT)-related gene *TGF-β*. EREG is a downstream target with potential NR4A1 binding sites in its promoter region. The expression of EMT-related genes can be recovered by blocking the receptor of EREG. Our findings imply that IUI induces BPD-like lung injury in neonates and fibrosis-like lung lesions in adult mice. The NR4A1-EREG-EGFR signaling pathway in pulmonary epithelial cells is crucial in IUI-induced lung injury, highlighting a key therapeutic target for mitigating BPD-like injury.

## 1. Introduction

Bronchopulmonary dysplasia (BPD) is the most common respiratory disease in newborns and complicates the clinical course of preterm neonates. It can be defined as the clinical correction of oxygen dependence at 36 weeks post-menstrual age. In premature-born infants with very low birthweights (<1500 g), the incidence of BPD is 25%, with a mortality rate of 20% [1,2]. The primary risk factor for BPD is immaturity of the lungs, which involves multiple etiological and pathogenic factors that contribute to the stagnation of lung development; thus, BPD can be defined as a developmental disease [3]. Intrauterine inflammation plays an important role in preterm birth and the development of BPD. When fetuses are exposed to intrauterine inflammation, elevated levels of chemokines such as keratinocyte-derived chemokine (KC) and macrophage inflammatory protein (MIP)-1β, along with pro-inflammatory cytokines including interleukin (IL)-6, tumor necrosis factor (TNF)-⍺, and interferon (IFN)-γ, disrupt normal lung development process, leading to immature lung tissue damage and abnormal postnatal repair [4]. However, the mechanisms underlying the effects of these inflammatory factors on lung injury remain unclear.

Previously, we constructed an animal model of intrauterine inflammation and found that it can cause BPD-like pathological changes, such as a simplified alveolar structure and reduced angiogenesis [5]. Our previous transcriptomic analysis indicated that exposure to intrauterine inflammation upregulated the expression of nuclear receptor subfamily 4, group A, member 1 (NR4A1) in the lungs of offspring. NR4A1, also known as Nur77, is an orphan nuclear receptor whose expression is rapidly induced by inflammatory signals such as LPS, TNF-α, and oxidative stress [6]. It plays different roles in vascular endothelial cells [7] and alveolar epithelial cells [8], contributing to LPS-induced lung injury. NR4A1 has been verified to modulate genes such as Cdkn1a (p21), Bcl-2, TNFSF10 (TRAIL), MCP-1, and IkBa, thereby regulating a broad spectrum of downstream targets involved in cell cycle progression, apoptosis, metabolism, and inflammation [9,10,11]. In this study, we aimed to identify key molecules associated with NR4A1 involved in neonatal lung injury and to explore the long-term outcomes of lung injury induced by intrauterine inflammation.

## 2. Results

### 2.1. Intrauterine Inflammation Induces NR4A1 Expression and Causes Lung Injury in Offspring

An effective model of intrauterine inflammation was established by intraperitoneally injecting LPS into dams at E12.5. Histological examination of lung tissues at PND1 revealed enlarged alveoli and a decreased number of alveolar structures in neonatal mice exposed to intrauterine inflammation when compared with those in the control group (Figure 1a–c). Western Blot analysis showed significant upregulation of NR4A1 protein expression in the lungs of neonatal mice exposed to intrauterine inflammation when compared to that in the control group (Figure 1d,e). Immunohistochemistry analysis showed an increase in the density of NR4A1-positive areas in the pulmonary epithelial cells of neonatal mice with intrauterine inflammation when compared to that in the control group (Figure 1f,g). However, in offspring with intrauterine inflammation at PND90, no significant difference in the number of alveoli or the size of the alveolar space was observed when compared to those in the control group mice (Figure 1h–j).

### 2.2. NR4A1 Involved in the Impaired the Lung Development Induced by Intrauterine Inflammation

To confirm the role of NR4A1 in offspring lung injury induced by intrauterine inflammation, we treated the mice with siRNA of NR4A1. NR4A1 expression significantly decreased at the mRNA and protein level in the lung tissues treated with si-Nr4a1-2 when compared to those in the scrambled siRNA group (Figure 2a,b). Accordingly, histological examination showed that the inhibition of NR4A1 by intranasally administered si-Nr4a1-2 in offspring reversed intrauterine inflammation-induced impaired alveolarization, as indicated by decreased alveolar size and increased alveolar count (Figure 2d,e) in the lungs of neonatal mice with intrauterine inflammation when compared to those in the scrambled siRNA group.

### 2.3. NR4A1 Promoted the Proliferation and Altered the Transcriptome of Lung Epithelial Cells

To determine the function of NR4A1 in pulmonary epithelial cells, the NR4A1 overexpression plasmid pCMV-SPORT6-NR4A1 was constructed and transfected into MLE-12 cells (Figure 3a). The percentage of EdU (5-ethynyl-2′-deoxyuridine)-positive cells, which represent newly synthesized DNA during the S phase of the cell cycle, was lower in the NR4A1 overexpression group than in the control group, indicating that elevated NR4A1 expression inhibited cell proliferation (Figure 3b,c). Flow cytometric analysis revealed that positive cells showed no significant increase in the G0/G1 phase cell fraction (Figure S1a,b).

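MLE-12 is an immortalized mouse lung epithelial cell line. Total RNA was sequenced from 3 cultures transfected with the NR4A1 overexpression plasmid and 3 cultures transfected with the empty vector, each as a strand-specific library. The authors deposited, for 34745 mouse genes, the number of reads counted on each gene in each library and the FPKM computed from it. The total count per library was 15019038, 16933085 and 17342823 in NR4A1 overexpression replicates 1, 2 and 3, and 17224436, 16578881 and 17574340 in vector control replicates 1, 2 and 3. At these totals, 3 counts of a gene correspond to between 0.171 and 0.200 CPM (the count scaled to the library's total), and these limits cover counting error only. The paper's text does not name the aligner or the counting program. For the differentially expressed genes it gives a fold change of at least 2 and a p-value below 0.05. The statistics section names unpaired t-tests for all analyses, and no test for counts is named. The volcano plot of Fig. 3d draws its line at q = 0.05, read here as an adjusted p. Here the counts were normalized with edgeR's TMM method, genes with low counts were removed with edgeR's default filter, and the 2 groups were compared with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment over the 12941 genes that were left. No pairs of libraries of the same group differed by as little as counting error alone, the chi-square per degree of freedom over genes being between 9.36 and 41.8, so that all 6 were used as separate replicates. The first principal component of the normalized values held 46.0% of the variance and set NR4A1 overexpression replicate 2 apart, with a score of 57.4 against scores between -20.8 and 2.24 in the other 5 libraries. Nr4a1 (ENSMUSG00000023034; chromosome 15 from 101266846 to 101274792, GRCm38) was counted 50660, 60093 and 68555 times in the NR4A1 overexpression replicates and 428, 510 and 463 times in the vector controls. Its log2 fold change was 7.07 (standard error 0.136, adjusted p = 2.13e-06 from edgeR's quasi-likelihood test), and it stayed between 7.00 and 7.16 when each library was left out in turn. Counts of the transfected cDNA and of the cells' own Nr4a1 gene are not told apart in these values. Leaving Nr4a1 out before normalization left 21 other genes past the threshold that is used for the comparison of the groups, an adjusted p under 0.05 and at least a 2-fold change.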

Subsequently, RNA sequencing was performed to investigate the molecular mechanisms underlying the upregulation of NR4A1 expression in MLE-12s and its role in intrauterine inflammation-induced lung injury. 

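At an adjusted p under 0.05 and a fold change of at least 2, 22 of the 12941 tested genes had higher expression in the NR4A1 overexpression group and 0 had lower expression, from edgeR's quasi-likelihood test with 3 libraries in each group. In all 22 genes the libraries of the groups did not overlap, and chance gives such a separation, in either direction, to 10% of genes with 3 libraries against 3. Without the fold threshold, 30 genes had higher and 1 had lower expression. The 1 gene was Rab5c, named after its value was seen, with a log2 fold change of -0.66 (standard error 0.0825, adjusted p = 0.0428 from the same test). The alternative that moved these numbers most was an unadjusted p under 0.05 with at least a 2-fold change, with which 144 genes had higher and 17 had lower expression. After Nr4a1, the smallest adjusted p-values were those of 5430421N21Rik, Capn6, Eno3 and Gngt2. 5430421N21Rik rose from 0.233 ± 0.117 to 20.1 ± 3.58 TMM-normalized CPM (SD, n = 3 each), a log2 fold change of 6.39 (standard error 0.323, adjusted p = 0.00106 from edgeR's quasi-likelihood test). Capn6, on chromosome X from 143802231 to 143827414, rose from 13.3 ± 2.18 to 67.3 ± 5.68 CPM (SD, n = 3 each), with a log2 fold change of 2.34 (standard error 0.138, adjusted p = 0.00213 from the same test). Uroc1, Hapln1 and Trpm1 had 0 counts in all 3 vector controls and were at least 18.1-fold, 11.6-fold and 11.1-fold higher in the NR4A1 overexpression group, computed against 3 counts. The replicate numbers of the 2 groups are shared. The deviations of same-numbered libraries from their group means had a mean correlation of 0.06 across genes, against -0.03 for differently numbered libraries. Deviations cancel within each group, so the second value follows closely from the first and is no separate comparison. For replicates 1, 2 and 3 the correlation was -0.011, -0.046 and 0.246. With the replicate number as a block, 5 genes had higher expression and 0 had lower expression, and these 5 were among the 22. With each library left out in turn, 3 of the 22 genes passed the threshold in all 6 fits.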

After sequencing, 60 DEGs, including 57 with upregulated expression and 3 with downregulated expression (*p* < 0.05), were differentially expressed in the NR4A1 overexpression group relative to those in the control group (Figure 3d). The top 15 DEGs induced by NR4A1 overexpression associated with lung injury are shown in Figure 3e, including the upregulated latent transforming growth factor beta binding protein 2 (*Ltbp2*), epiregulin (*Ereg*), actin alpha 2 smooth muscle aorta (*Acta2*), coiled coil domain containing 8 (*Ccdc8*), frizzled related protein (*Frzb*), etc. 

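Of the 15 genes of Fig. 3e, Kitl, Gngt2, Dusp4 and Perm1 passed the threshold of an adjusted p under 0.05 and at least a 2-fold change, and 13 were tested, since Ltbp2 and Ereg were removed by the filter on low counts. Kitl, on chromosome 10 from 100015630 to 100100413, was counted 1858, 1754 and 1723 times in the NR4A1 overexpression replicates and 859, 725 and 779 times in the vector controls, a log2 fold change of 1.27 (standard error 0.116, adjusted p = 0.0163 from edgeR's quasi-likelihood test). The log2 fold change of Gngt2 was 2.10 (standard error 0.170, adjusted p = 0.0113) and that of Dusp4 was 2.31 (standard error 0.301, adjusted p = 0.0457), from the same test. Perm1 was counted between 30 and 35 times in the NR4A1 libraries and at most 2 times in the vector controls, and was at least 11.4-fold higher (adjusted p = 0.0428 from the same test). With the replicate number as a block, the adjusted p of the same test was 0.0166 for Kitl, 0.0754 for Gngt2, 0.160 for Dusp4 and 0.153 for Perm1. For 5 of the 15 genes, Ltbp2, Ereg, Acta2, Frzb and Pcdhga12, the count in NR4A1 overexpression replicate 2 was at least 10-fold above that in every other library. Ltbp2 was counted 2, 2815 and 2 times in NR4A1 overexpression replicates 1, 2 and 3 and 7, 1 and 0 times in the vector controls. Ereg (ENSMUSG00000029377; chromosome 5 from 91074622 to 91093646) was counted 5, 560 and 0 times in the NR4A1 replicates and 0, 0 and 2 times in the vector controls. The mean of the NR4A1 group was at least 64.5-fold above 3 counts in the vector controls, with 11.2 ± 19.2 CPM (SD, n = 3), a spread larger than the mean. Fitted without the count filter, Ereg had an adjusted p of 0.808 from edgeR's quasi-likelihood test, and over the alternatives that tested it the adjusted p lay between 0.701 and 0.896. Acta2 was counted 3, 3841 and 7 times against 15, 13 and 15 times, with a log2 fold change of 6.51 (standard error 2.41, adjusted p = 0.694 from the same test), which became -1.41 without NR4A1 overexpression replicate 2. The log2 fold change of Frzb was 5.38 (standard error 1.32, adjusted p = 0.353) and that of Pcdhga12 was 5.14 (standard error 1.86, adjusted p = 0.683) from the same test, and the values without NR4A1 overexpression replicate 2 were 3.01 and 0.24. Ccdc8 was counted 25, 104 and 41 times against 2, 0 and 0 times, at least 19.6-fold higher, with an adjusted p of 0.0734 from the same test. The adjusted p from that test was 0.665 for Lamb1 and 0.460 for Cdkn1a, both of which were higher in every NR4A1 library than in every vector control.
Each of the 3 genes with lower expression in Fig. 3e had a vector control near the level of the NR4A1 libraries. Zbtb9 was counted 23, 25 and 31 times in the NR4A1 replicates and 369, 319 and 23 times in the vector controls (log2 fold change -3.10, standard error 0.882, adjusted p = 0.497 from edgeR's quasi-likelihood test). Zbtb9 lies on chromosome 17 from 26973167 to 26976205, on the same strand as Ggnbp1 from 26973217 to 27036378, and 84.2% of the 50-base stretches of its transcripts also occur in transcripts of Ggnbp1. Ggnbp1 was counted 320, 376 and 440 times in the NR4A1 replicates and 64, 50 and 431 times in the vector controls, so that the sum of both genes was 343, 401 and 471 against 433, 369 and 454. Ncoa4 was counted 159, 193 and 238 times against 180, 826 and 957 times (adjusted p = 0.627 from the same test), and 17.9% of its 50-base stretches also occur in Gm6768 on chromosome 12, which had between 1719 and 2114 counts per library. Reads from such shared stretches could be counted on either gene, so the level of Zbtb9 and of Ncoa4 is uncertain. Gm6768 had 1903 and 1896 counts in vector control replicates 1 and 3, between which Ncoa4 differed. Amigo1 was counted 229, 228 and 317 times against 910, 878 and 341 times (adjusted p = 0.414 from the same test).

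**Figure D1:**
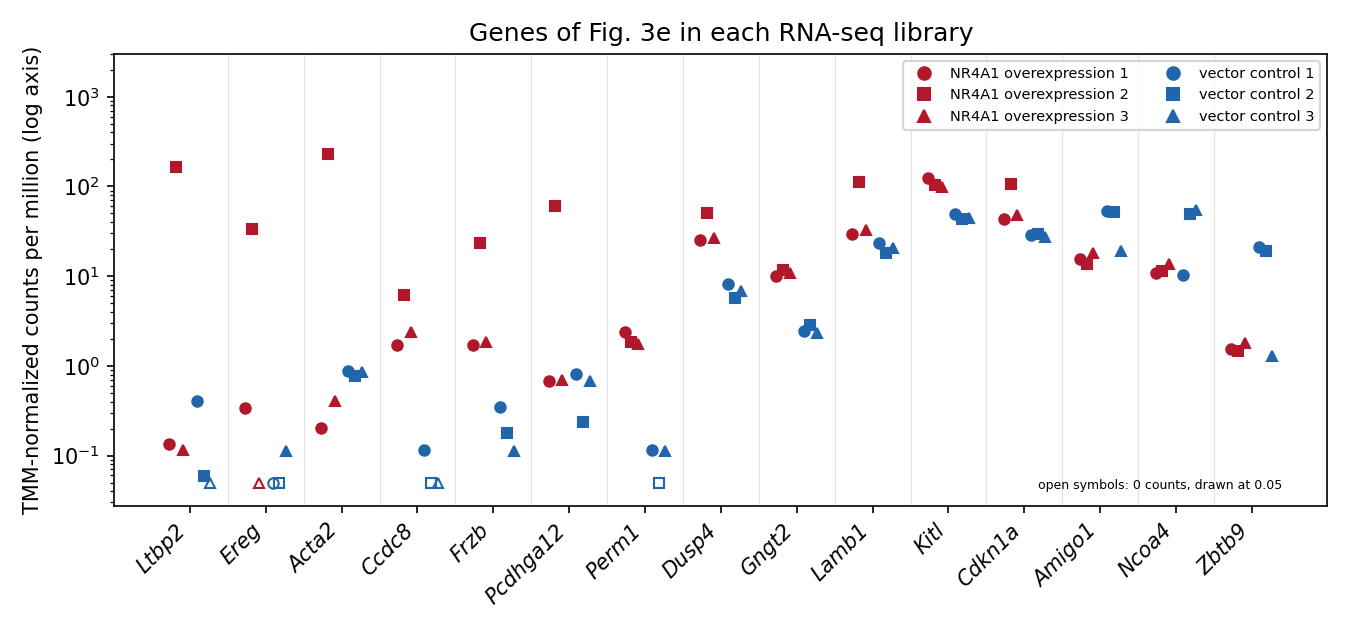
TMM-normalized CPM (log axis) of the 15 genes of Fig. 3e in the 3 NR4A1 overexpression libraries (red) and the 3 vector control libraries (blue), with circles for replicate 1, squares for replicate 2 and triangles for replicate 3, and open symbols for 0 counts drawn at 0.05. The red squares of Ltbp2, Ereg, Acta2, Frzb and Pcdhga12 lie at least 10-fold above the other 5 libraries, while the red symbols of Kitl, Gngt2 and Perm1 lie close together.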

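The genes of Table 1 that were assigned to KEGG pathways number 19, of which 16 were tested and 7 passed the threshold of an adjusted p under 0.05 and at least a 2-fold change: Nr4a1, Eno3, Gngt2, Kitl, Cd55, Slc39a4 and Dusp4. Adjusted over the 16 tested genes alone, all 16 passed, but the genes were listed because the same libraries had called them. Eno3, on chromosome 11 from 70657202 to 70662513, was counted 2412, 3199 and 2932 times in the NR4A1 overexpression replicates and 865, 1106 and 1000 times in the vector controls, a log2 fold change of 1.60 (standard error 0.120, adjusted p = 0.00836 from edgeR's quasi-likelihood test). The log2 fold change was 1.82 for Cd55 (standard error 0.208, adjusted p = 0.0416) and 3.49 for Slc39a4 (standard error 0.455, adjusted p = 0.0457) from the same test. Col11a1, Cd24a and Steap1 were also higher in every NR4A1 library than in every vector control, with adjusted p-values of 0.139, 0.0742 and 0.299 from that test. For 5 of the 19 genes, Cd80, Ereg, Cdh5, Selp and Acta2, the count in NR4A1 overexpression replicate 2 was at least 10-fold above that in every other library. Cdh5 was counted 419 times and Selp 464 times in that library, both were counted 0 times in each of the other 5 libraries, and neither passed the filter on low counts. Cd80 was counted 11, 199 and 13 times in the NR4A1 replicates and 6, 4 and 3 times in the vector controls, with a log2 fold change of 4.11 (standard error 1.28, adjusted p = 0.582 from the same test). With the replicate number as a block, Nr4a1, Eno3 and Kitl were the genes of Table 1 past the threshold. With DESeq2 in place of edgeR, 12 of the 19 genes passed it. The paper's enrichment of KEGG pathways was not recomputed, because the members of the pathways were not used here.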

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis revealed that the upregulated DEGs were enriched in erythroblastic leukemia viral oncogene homolog B (ErbB), hypoxia inducible factor-1 (HIF-1), phosphoinositide 3 kinase-protein kinase B (PI3K-AKT), mitogen-activated protein kinase (MAPK), and other signaling pathways associated with lung injury (Figure 3f, Table 1). Gene ontology (GO) enrichment analysis classified the DEGs into three functional groups: biological processes (BPs), cellular components (CCs), and molecular functions (MFs). The top 30 GO terms in each functional group, ranked by enrichment scores, are shown in Figure 3g. The top five BP terms were endoderm development (GO: 0007492), the regulation of epithelial cell differentiation (GO: 0030856), cell–cell adhesion via plasma membrane adhesion (GO: 0098742), homophilic cell adhesion via plasma membrane adhesion molecules (GO: 0007256), and positive regulation of peptidyl-tyrosine phosphorylation (GO: 0050731). The top five CC terms included the external side of the plasma membrane (GO: 0009897), the extracellular matrix (GO: 0031012), the proteinaceous extracellular matrix (GO: 0005578), the extracellular space (GO: 0005615), and the cell surface (GO: 0009986). The top five MF terms included carbohydrate binding (GO: 0030246), calcium ion binding (GO: 0005509), metal ion transmembrane transporter activity (GO: 0046873), structural molecular activity (GO: 0005198), and inorganic cation transmembrane transporter activity (GO: 0022890). 

Based on the DEGs identified in the KEGG analysis and the signaling pathways of cell proliferation induced by NR4A1 overexpression, we evaluated the phosphorylation levels of key molecules in the PI3K and MAPK signaling pathways. The levels of phosphorylated ERK1/2 and AKT were significantly downregulated in MLE12 cells overexpressing NR4A1 (Figure 3h–j), which was consistent with the phenotype of reduced proliferation induced by NR4A1 overexpression in MLE-12 cells.

### 2.4. EREG Is a Downstream Target of NR4A1

To validate the RNA-seq results of this study, we used RT-qPCR to confirm the key DEGs in MLE-12 cells that may contribute to NR4A1-mediated lung injury induced by intrauterine inflammation (Figure 4a). 

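The FPKM values that the authors deposited give the expression level of the genes followed up by RT-qPCR in Fig. 4a. Kitl was at 16.4 ± 1.96 FPKM in the NR4A1 overexpression group and 6.92 ± 0.510 FPKM in the vector controls, and Gngt2 was at 3.93 ± 0.312 against 0.932 ± 0.109 FPKM (SD, n = 3 each). Perm1 was at 0.503 ± 0.0824 against 0.0196 ± 0.0170 FPKM. For these 3 genes the difference between the groups was larger than the spread between replicates. Ereg was at 2.70 ± 4.60 FPKM against 0.00919 ± 0.0159 FPKM, and Frzb at 2.48 ± 3.46 against 0.0588 ± 0.0331 FPKM (SD, n = 3 each). In both genes the SD of the NR4A1 group exceeded its mean, because the value of replicate 2 was at least 10-fold above those of replicates 1 and 3. Of these genes, Frzb was higher in each of the 3 NR4A1 libraries than in every vector control, whereas Ereg had 0 counts in NR4A1 overexpression replicate 3.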

The induction of *Ereg*, *Frzb*, *Kit1,* and *Perm1* expression by NR4A1 overexpression was observed and was in accordance with the RNA-Seq results in MLE-12 cells. We confirmed that the intracellular level of the protein encoded by *Ereg* was upregulated by NR4A1 overexpression (Figure 4b,c). ELISA also showed significant upregulation in the protein levels of EREG in the lungs of PND1 mice exposed to intrauterine inflammation (Figure 4d). Using the FIMO online tool, three potential NR4A1 binding elements (S1, S2, and S3) were predicted within the promoter sequence of the *Mus musculus Ereg* gene (Table S2). The 2000-bp 5′ untranslated region (UTR) fragment and different areas of the promoter of EREG were amplified from the genomic DNA of C57BL/6 mice (Figure 4e). The results revealed that S1 caused a significant increase in the transcriptional activity of NR4A1 on the EREG promoter, as indicated by increased luciferase activity. These results suggest that the direct binding of NR4A1 to the S1 region regulates EREG transcription (Figure 4f).

Based on the effect of EREG on fibrosis mediated by epithelial–mesenchymal transition (EMT), we examined the degree of lung fibrosis in neonatal mice exposed to intrauterine inflammation at PND1 and 90. Masson’s trichrome staining is used to visualize collagen fiber; when used on the lung tissues, no difference was observed between the tissues of neonatal mice exposed to intrauterine inflammation at PND1 compared with those in the control group (Figure 5a,b). However, collagen fiber deposition was elevated in offspring exposed to intrauterine inflammation at PND90 (Figure 5c,d) when compared to that in the control group mice. Additionally, we examined the expression of genes related to EMT in the NR4A1-overexpressing MLE-12 cells. RT-qPCR showed that *Tgf-β1* expression increased in MLE-12 cells overexpressing NR4A1 (Figure 5e). Similarly, the supernatant from NR4A1-overexpressing MLE-12 cells induced an increase in *Tgf-β1* mRNA expression in L929 cells (Figure 5f).

EREG reduced the mRNA expression of *E-cadherin* in MLE-12 cells, which was reversed by treatment with gefitinib, an EGFR antagonist. The mRNA expression of *Ctnnβ1* was increased, while *Col1a1* was decreased following gefitinib treatment when compared to the group treated with EREG (Figure 5g). Western Blot analysis demonstrated that gefitinib effectively inhibited the phosphorylation level of ERK1/2 in MLE-12 cells overexpressing NR4A1 (Figure 5h,i).

Furthermore, in human lung epithelial A549 cells, NR4A1 overexpression led to a downregulation of *E-CADHERIN* mRNA levels (Figure 5j). Similarly, treatment with EREG also resulted in a decreasing trend in *E-CADHERIN* expression, which could be effectively rescued by gefitinib (Figure 5k), suggesting that NR4A1 may regulate EMT through a mechanism partially dependent on the EREG–EGFR signaling pathway.

## 3. Discussion

With advancements in postnatal interventions for premature infants, the survival rate of extremely preterm infants has increased. However, BPD remains a significant concern, as ventilator support and oxygen therapy increase the risk of lung injury [12]. Intrauterine inflammation is a common cause of lung injury that progresses into BPD due to abnormal repair of both prenatal and postnatal lung injury [13]. BPD has both short- and long-term health implications, including increased respiratory, cardiovascular, and neurological morbidity [14,15]. The new characterization of BPD pathology has shifted from airway injury, inflammation, and parenchymal fibrosis to less fibrosis, but with decreased alveolar and vascular development [16]. However, pulmonary fibrosis is a confirmed consequence of BPD resulting from epithelial repair following lung injury [17]. Previously, we established a mouse model of intrauterine inflammation by intraperitoneal injection of LPS at E12.5, the fetal pseudoglandular period that is often influenced by multiple environmental factors [5]. In this study, we observed abnormal lung morphology in mice offspring exposed to intrauterine inflammation, including pronounced alveolar simplification during the neonatal period and increased collagen fiber content in adulthood. These pathological changes resemble those observed in premature infants with BPD [18]. Additionally, we confirmed that the nuclear transcription factor NR4A1 plays an important role in intrauterine inflammation-induced neonatal lung injury. NR4A1 mediates the proliferation of pulmonary epithelial cells, possibly through regulation of the PI3K and MAPK signaling pathways [19,20]. Furthermore, NR4A1 upregulated EREG expression and downstream TGF-β and β-catenin expression through epidermal growth factor receptor (EGFR), which is involved in EMT and fibrosis [21,22]. In conclusion, we demonstrated that intrauterine inflammation contributes to BPD-like lung injury, manifesting as early alveolar simplification and later-stage increased collagen deposition. The underlying mechanism involved the NR4A1-EREG-EGFR pathway indicated that intervention with NR4A1 in utero or during the neonatal period could reduce the risk of BPD in offspring exposed to intrauterine inflammation.

Similar to the conclusion that NR4A1 promotes LPS-induced acute lung injury through the regulation of mitochondrial fusion and necroptosis in alveolar epithelial cells [8], we found that NR4A1 expression was upregulated in the lung tissue of neonatal mice with intrauterine inflammation and identified that interfering with NR4A1 improved offspring lung injury in vivo induced by intrauterine inflammation exposure. In vitro, NR4A1 reduced the proliferation of MLE-12 cells and downregulated the phosphorylation of Akt and ERK1/2. PI3K/AKT/mTOR and MAPK are central intracellular signaling pathways that play crucial roles in cell proliferation, differentiation, transformation, and many other cellular responses [23]. Prolonged phosphorylation of Akt and ERK1/2 enhances the expression of cyclin D1 and cyclin E, thereby promoting the proliferation of alveolar epithelial cells [24]. Decreased proliferation and increased apoptosis of alveolar epithelial cells contribute to the development of BPD [25]. Thus, we deduced that intrauterine inflammation exposure partially mediates the elevation of NR4A1, which interrupts the proliferation of alveolar epithelial cells, thereby increasing susceptibility to BPD-like lung injury in offspring. Lung epithelial damage is often associated with the initiation of fibrotic events characterized by pathologic epithelial remodeling [26,27], while the progression of EMT also contributes to the development of BPD [28]. In this study, we observed an increase in lung fibrosis in mice exposed to intrauterine inflammation at PND90.

Our findings also showed that NR4A1 upregulated the expression of *Ereg* in lung epithelial cells in vitro. In addition, elevated EREG levels were detected in the lungs of offspring exposed to intrauterine inflammation. EREG-EGFR signaling between dendritic cells and fibroblasts maintains elevated extracellular matrix production and accumulation in fibrotic tissue [29]. In mouse models of skin and lung fibrosis, EREG is essential for the induction and persistence of fibrosis in both skin and lung tissues [29]. Unlike other EGFR ligands, EREG can mimic EGFR mutations by sustaining the activation of the EGFR-Erk pathway [30]. Gefitinib is an inhibitor of EGFR and interrupts EGFR activity in target cells [31]. We confirmed that the phosphorylation of ERK1/2 was downregulated in NR4A1-overexpressing MLE-12 cells treated with gefitinib, and that EREG and gefitinib altered the expression of E-cadherin, a key EMT molecule associated with cell adhesion [32], as well as other EMT molecules, including CTNNβ1 [33] and COL1A1 [34]. The top GO terms for DEGs in NR4A1-overexpressing MLE-12 cells also included the cell adhesion pathway. In addition, alveolar simplification can be abrogated by disrupting NR4A1 expression in neonates exposed to intrauterine inflammation. These results suggest that the NR4A1-EREG-EGFR signaling pathway plays an important role in the development of intrauterine inflammation-induced lung injury in pulmonary epithelial cells. Understanding the molecular mechanisms involved in intrauterine inflammation-induced lung injury provides insights into the development of early biomarkers for identifying high-risk infants and could facilitate early intervention [35].

However, this study has several limitations. First, NR4A1 has been implicated in fibrotic processes, with prolonged TGF-β1 stimulation inducing AKT-dependent phosphorylation and subsequently upregulating fibrosis-related markers [36]. However, this signaling axis was not examined in stromal cells such as fibroblasts, which may play a key role in intrauterine inflammation-induced lung injury. Second, epigenetic mechanisms, frequently involved in regulating offspring health via intrauterine environmental factors, were not assessed in terms of changes in NR4A1 DNA and RNA methylation or protein acetylation levels in the neonatal lung exposed to intrauterine inflammation. Finally, the protective effect of postnatal NR4A1 intervention on the long-term outcome of intrauterine inflammation-induced lung injury in offspring remains unclear.

## 4. Materials and Methods

### 4.1. Mouse Model of Intrauterine Inflammation

On embryonic day 12.5 (E12.5), pregnant C57BL/6 mice were randomly divided into lipopolysaccharide (LPS) and control groups. The mice in the LPS group received an intraperitoneal injection of 45 μg/kg LPS (*Escherichia coli* serotype 055: B5, Sigma-Aldrich, St. Louis, MI, USA), while the control group was injected with an equivalent volume of PBS. Lung tissues from neonatal mice were harvested on postnatal days (PNDs) 1, 7, and 90 then stored at −80 °C for subsequent analyses.

### 4.2. Histological Staining Procedures

Paraffin-embedded lung tissue sections (4 μm thickness) were processed for hematoxylin–eosin (H&E) or Masson’s trichrome staining. For H&E staining, slides were deparaffinized in xylene, rehydrated through graded ethanol (100%, 95%, 75%), and rinsed in distilled water. Nuclear staining was performed with hematoxylin for 5 min, followed by eosin counterstaining for 2 min. After dehydration and clearing in xylene, slides were mounted using neutral balsam.

Paraffin-embedded lung tissue sections were stained using a commercial Masson’s trichrome staining kit (Beyotime, Shanghai, China) according to the manufacturer’s protocol. In the final images, collagen fibers were stained blue, whereas muscle fibers, cytoplasm, and red blood cells appeared red. Slides were scanned with a whole-slide scanner (3DHISTECH, Budapest, Hungary), and the collagen-positive area was quantified using HALO software (v3.0.311.314, Indica Labs) by area percentage.

### 4.3. Morphometric Analysis of Alveolar Structure

H&E-stained lung tissue sections were analyzed under a light microscope at 200× magnification. For each sample, five random non-overlapping fields were selected, and both the total field area and lung parenchymal area were measured using Image J software 8.3.0. Alveolar density was expressed as the number of alveoli per unit area, calculated by dividing the alveolar count by the total field area. The number of alveoli within each field was manually counted. The mean alveolar area was calculated using the formula: (total field area-parenchymal area) divided by the number of alveoli. All image analyses were conducted by two independent observers blinded to group allocation to ensure objectivity and reproducibility.

### 4.4. Cell Culture and Treatments

Mouse lung epithelial (MLE-12) and human lung adenocarcinoma (A549) cells were obtained from the National Collection of Authenticated Cell Cultures (Shanghai, China), and fibroblast (L929) cells were obtained from Wuhan Pricella Biotechnology Co., Ltd. (Wuhan, China). MLE-12 and A549 cells were cultured in DMEM/F12 medium, L929 and MRC-5 cells were cultured in DMEM-H, all of which were supplemented with 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific, Waltham, MA, USA). MLE-12 and A549 cells were treated with 50 ng/mL EREG (Signalway Antibody Co., Ltd., Nanjing, China) or 10 μM gefitinib (Proteintech, Wuhan, China).

### 4.5. Plasmid Construction and Transfection

The NR4A1 overexpression plasmid was constructed by inserting the open reading frame, amplified from cDNA derived from C57BL/6 mice lung tissue, into the pCMV-SPORT6 vector obtained from the DNA Library of Shanghai Jiao Tong University (https://dnacore.shsmu.edu.cn; accessed on 18 August 2022). NR4A1 overexpression plasmids were transfected into MLE-12 cells using Lipofectamine 2000 (Invitrogen, Waltham, MA, USA), with the pCMV-SPORT6 vector used as a control.

### 4.6. RNA Sequencing and Data Analysis

Total RNA was extracted from MLE-12 cells (n = 3) using the MJzol Animal RNA Extraction Kit with MagBeads (Majorbio, Shanghai, China). Strand-specific libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, San Diego, CA, USA) following the manufacturer’s instructions. Purified libraries were quantified using a Qubit 2.0 Fluorometer (Life Technologies, Waltham, MA, USA) and validated using an Agilent 4200 bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) to confirm the insert size and calculate the mole concentration. Clusters were generated using cBot, with the library diluted to 10 pM, and then sequenced on the Illumina NovaSeq 6000 (Illumina, San Diego, CA, USA). Library construction and sequencing were performed at Shanghai Biotechnology Corporation. Differentially expressed genes (DEGs) were identified based on an absolute fold change of at least 2 and a *p*-value below 0.05. Their expression profiles were visualized with a heat map generated using the R base package.

### 4.7. Immunohistochemistry

Paraffin-embedded tissue sections were dewaxed in xylene I and II (for 20 min each), followed by rehydration through a graded ethanol series (100, 95, and 75%, for 5 min each), and washed thrice with PBS (5 min each). Antigen retrieval was performed using 1 × Tris–EDTA buffer (EpiZyme, Shanghai, China) by pressure boiling for 3 min, followed by heating at 95–100 °C for 5 min, repeated thrice. After cooling to room temperature, sections were incubated with a 3% hydrogen peroxide solution for 10 min and washed with PBS on a shaker, each for three 5 min cycles. The sections were then blocked with immunostaining blocking solution (3% BSA, prepared with PBS, Sigma-Aldrich, St. Louis, MI, USA) at room temperature, placed in an incubator box (with 20% glycerol in the bottom) for 1 h, and the blocking solution was subsequently aspirated. The sections were probed with rabbit anti-NR4A1 antibodies (1:350; Novus, St. Louis, MI, USA) in the incubator overnight at 4 °C. For immunohistochemistry, the sections were washed thrice with PBS (for 5 min each) and incubated with horseradish peroxidase (HRP)-linked goat anti-rabbit secondary antibody (1:500; Yeasen, Shanghai, China) for 1 h at room temperature. After washing with PBS, the sections were stained with diaminobenzidine (DAB), counterstained with hematoxylin, dehydrated, cleared, sealed, observed under an inverted microscope, and imaged. At least three fields of vision under the microscope (× 200) were randomly selected for evaluation using ImageJ software 8.3.0.

### 4.8. RT-qPCR

Total RNA was extracted using the RNeasy Mini kit (AG, Qiagen, Hilden, Germany), and its purity was evaluated by measuring the 260/280 nm absorbance ratio with a NanoDrop 2000 spectrophotometer (Thermo Fisher Scientific, Waltham, MA, USA). Complementary DNA (cDNA) synthesis was carried out with the PrimeScript First Strand Synthesis Kit (AG Accurate Biology, Changsha, China). Messenger RNA levels were quantified with a QuantStudio^TM^ 7 Flex System (Applied Biosystems, Thermo Fisher Scientific, Waltham, MA, USA) using SYBR Green PCR Master Mix (AG Accurate Biology, Changsha, China). The data were analyzed using the 2^−ΔΔCt^ method. The Primers used for RT-qPCR are listed in Table S1.

### 4.9. Enzyme-Linked Immunosorbent Assay (ELISA)

PND1 lung tissues were lysed with PBS, homogenized at 65 Hz for 2 min using a pre-cooled tissue grinder (Jingxin, Suzhou, China) and then centrifuged at 10,000× *g* for 10 min at 4 °C. The supernatant was transferred to tubes to assess the EREG content using the Mouse Epiregulin ELISA kit (SenBeiJia Biological Technology, Nanjing, China) and normalized by total protein levels using the BCA Protein Assay kit (ThermoFisher, Waltham, MA, USA).

### 4.10. Western Blot

The lung tissues were lysed with IP and Western blot lysis buffer (Beyotime, Shanghai, China), homogenized at 65 Hz for 2 min using a pre-cooled tissue grinder, and centrifuged at 10,000× *g* for 10 min at 4 °C. MLE-12 cells were lysed on ice with IP and Western blot lysis buffer (Beyotime, China) for 20 min and centrifuged at 10,000× *g* for 10 min at 4 °C. The supernatant was transferred to centrifuge tubes, and 5 × sodium dodecyl sulfate (SDS) loading buffer was added. The samples were denatured for 10 min at 100 °C and subjected to SDS polyacrylamide gel electrophoresis (SDS-PAGE) and then transferred onto a polyvinylidene fluoride (PVDF) membrane (Merck, Rahway, NJ, USA). The membrane was blocked with 5% skim milk for 2 h at room temperature and incubated with primary antibodies against NR4A1 (1:1000; Proteintech, Wuhan, China), pAKT (1:2000, CST, Danvers, MA, USA), AKT (1:1000, CST, Danvers, MA, USA), pERK1/2 (1:2000, CST, Danvers, MA, USA), ERK1/2 (1:1000, CST, Danvers, MA, USA), GAPDH (1:1500, Proteintech, Wuhan, China), and epiregulin (EREG) (1:1000, Novus, St. Louis, MI, USA) overnight at 4 °C. After washing thrice with 1 × TBST, the membrane was probed with HRP-conjugated goat anti-rabbit secondary antibody (1:1000, Proteintech, Wuhan, China) or HRP-conjugated goat anti-mouse secondary antibody (1:1000, Proteintech, China) for 60 min at room temperature and washed with 1 × TBST buffer. Proteins were visualized using electrogenerated chemiluminescence reagents (Epizyme, Shanghai, China) and detected using an ImageQuant LAS 4000 Chemiluminescent Image Analyzer (General Electric, Boston, MA, USA). The densitometric density of the target band relative to the internal reference band was analyzed using Image J software 8.3.0.

### 4.11. Cell Proliferation Assay

Cell proliferation was evaluated using a Cell-Light™ EdU Apollo in vitro kit with Alexa Fluor 567 (Ribo, Suzhou, China). Briefly, the cells were transfected with the pCMV-SPORT6-NR4A1 or pCMV-SPORT6 plasmids for 48 h. Subsequently, the cells were incubated with 5-ethynyl-2′-deoxyuridine (EdU) for 2 h at 37 °C and washed thrice with PBS. They were then fixed with 4% paraformaldehyde for 30 min at room temperature, incubated with 2 mg/mL glycine for 5 min on a decolorization shaker, washed thrice with PBS, and permeabilized with 0.5% Triton X-100 for 10 min at room temperature. After washing with PBS, the cells were incubated with the Apollo Mixture for 30 min at room temperature in the dark, followed by incubation with Hoechst 33,342 for another 30 min. Five fields of view were randomly selected for microscopic evaluation (200× magnification).

### 4.12. Cell Cycle Assay

The MLE-12 cells were transfected for 48 h with either the pCMV-SPORT6-NR4A1 or pCMV-SPORT6 vector. Following transfection, cells were collected and fixed in 70% ethanol at 4 °C overnight. Subsequently, they were incubated in the dark at 37 °C for 30 min with 50 μg/mL propidium iodide and 1× RNase A (both from Beyotime, Shanghai, China). After staining, the samples were stored at 4 °C until analysis. Cell cycle distribution, including G0/G1, S, and G2/M phases, was evaluated via flow cytometry (BD Biosciences, Franklin Lakes, NJ, USA).

### 4.13. Luciferase Assay

The online FIMO (Find Individual Motif Occurrences) website (https://meme-suite.org/meme/tools/fimo, accessed on 18 September 2023.) was used to identify potential NR4A1 binding sites within the EREG promoter region (Table S2). Based on the prediction results, a total of 2000 bp of the 5′ untranslated region (UTR) fragment and upstream promoter regions, as well as truncated sequences containing three potential binding elements (Sequence (S)1: −168 to −159 bp; S2: −1583 to −1574 bp; S3: −1737 to 1726 bp), were selectively amplified and inserted into the pGL3-basic luciferase reporter vector (Promega, Madison, WI, USA) to generate three types of pGL3-EREG vectors (pGL3 + S1, pGL3 + S1 + S2, and pGL3 + S1 + S2 + S3). The vectors were co-transfected into MLE-12 cells at 80–90% confluency. After 48 h, luciferase activity was quantified using the Dual-Luciferase Reporter Assay System (Promega, Madison, WI, USA).

### 4.14. RNA Interference

MLE-12 cells were cultured until they reached approximately 80% confluency, at which point siRNA transfection was carried out using Lipofectamine™ RNAiMAX (Invitrogen, Waltham, MA, USA), according to the manufacturer’s guidelines. Cells received either a pool of three Nr4a1-targeting siRNAs (RiboBio, Guangzhou, China)—si-Nr4a1-1: TCCCTGGCTTCATTGAGCT; si-Nr4a1-2: GGTACACCGGAGAGTTTGA; and si-Nr4a1-3: GGACAGAGCAGTTGCCTAA—or a scrambled siRNA sequence serving as a negative control. 

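The 3 target sequences were matched to the GENCODE M21 mouse transcripts (GRCm38). Each matched a single gene, Nr4a1 on chromosome 15, and each match lay within its coding sequence. The target of si-Nr4a1-1, TCCCTGGCTTCATTGAGCT, covers positions 101272830 to 101272848, in exon 5 of transcript ENSMUST00000023779.7. The target of si-Nr4a1-2, GGTACACCGGAGAGTTTGA, covers positions 101270260 to 101270278, and that of si-Nr4a1-3, GGACAGAGCAGTTGCCTAA, covers positions 101270608 to 101270626, both in exon 2 of the same transcript. In the annotated transcript ENSMUST00000228985.1 the same targets lie in exon 6 for si-Nr4a1-1 and in exon 3 for the other two. Only exact matches to annotated transcripts were searched.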

Each siRNA was designed to target a specific 19-nucleotide region of the mouse Nr4a1 transcript. Control sequences were scrambled counterparts of the specific siRNAs. To form transfection complexes, 500 ng of siRNA was combined with Lipofectamine™ RNAiMAX and incubated at room temperature for 5 min before being added to the cells. After 48 h, cells were harvested for downstream analysis. The efficiency of Nr4a1 knockdown was verified by qRT-PCR.

To perform in vivo siRNA intervention, neonatal mice with intrauterine inflammation (IUI) were treated intranasally starting on postnatal day 3 (PND3). They received either si-Nr4a1-2 (5′-GGTACACCGGAGAGTTTGA-3′) or a scrambled control siRNA (RiboBio, Guangzhou, China) at a daily dosage of 0.25 nmol per gram of body weight for four consecutive days. Lung tissues were harvested on PND7 for subsequent analysis.

### 4.15. Statistical Analysis

All statistical analyses were performed using unpaired Student’s *t*-tests in GraphPad Prism version 8.3.0. A *p*-value of less than 0.05 was considered statistically significant. Results are expressed as mean values accompanied by standard deviations (mean ± SD).

## 5. Conclusions

In conclusion, this study found that intrauterine inflammation induces BPD-like lung injury in neonate and pulmonary fibrosis in adult mice. The NR4A1-EREG-EGFR signaling pathway in pulmonary epithelial cells is involved in intrauterine inflammation-induced lung injury in offspring, indicating that it is a key target for reducing the occurrence and development of lung injury in offspring exposed to intrauterine inflammation. 

## Figures and Tables

**Figure 1:**
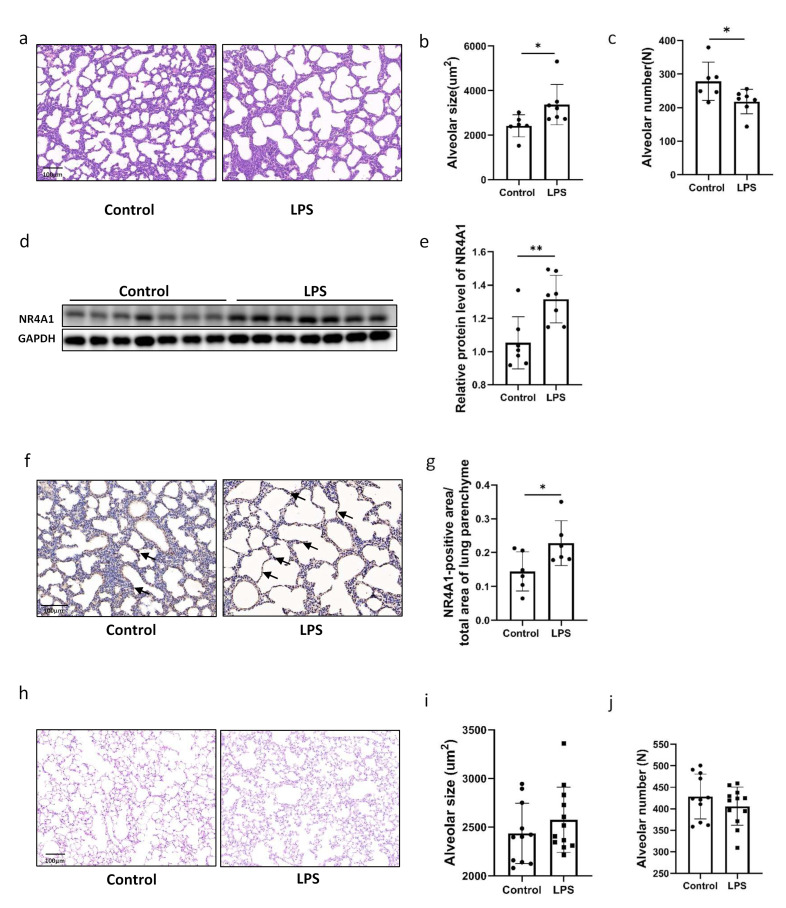
Increased NR4A1 expression was associated with impaired lung development induced by IUI. (**a**) Representative image of hematoxylin- and eosin-stained lung tissues from C57BL/6 neonatal mice exposed to IUI and control mice on postnatal day 1. Scale bars, 100 μm (*n* = 6–7). (**b**) Quantification of alveolar size for (**a**). (**c**) Quantification of alveolar number for (**a**). (**d**) Western Blot analysis of NR4A1 expression in lung tissues from C57BL/6 neonatal mice exposed to IUI and control mice on postnatal day 1. (**e**) The relative protein level of NR4A1 was quantified for (**d**), with GAPDH used as the loading control (*n* = 7). (**f**) Immunohistochemistry analysis of NR4A1 expression in lung tissues from C57BL/6 neonatal mice exposed to IUI and control mice on postnatal day 1. Scale bars, 100 μm (*n* = 6–7). (**g**) Quantification of NR4A1-positive areas for (**f**). (**h**) Representative image of hematoxylin and eosin-stained lung tissues from C57BL/6 neonatal mice exposed to IUI and control mice at 3 months postnatal. Scale bars, 100 μm (*n* = 11–12). (**i**) Quantification of alveolar size for (**h**). (**j**) Quantification of alveolar number for (**h**). All data are presented as the mean ± SD. Statistical analysis was performed using unpaired Student’s *t* tests. * *p* < 0.05, ** *p* < 0.01 as indicated. Arrows in subfigure (f) indicate NR4A1-positive cells.

**Figure 2:**
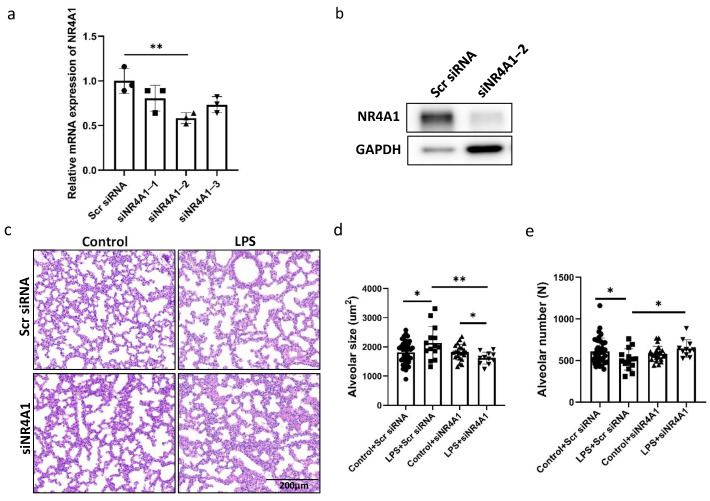
Involvement of NR4A1 in Lung Injury Induced by IUI. The efficiency of NR4A1 RNA interference was evaluated by RT-qPCR (**a**) and Western blot (**b**). Representative image of lung tissues from C57BL/6 neonatal mice exposed to IUI on postnatal day 7, with NR4A1 siRNA administered intranasally from postnatal day 2 to 5, stained with hematoxylin and eosin. Scale bars, 200 μm (*n* = 11–20) (**c**). (**d**) Quantification of alveolar size for (**c**). (**e**) Quantification of alveoli number for (**c**). All data are presented as the mean ± SD. Statistical analysis was performed using unpaired Student’s *t* tests. * *p* < 0.05, ** *p* < 0.01 as indicated.

**Figure 3:**
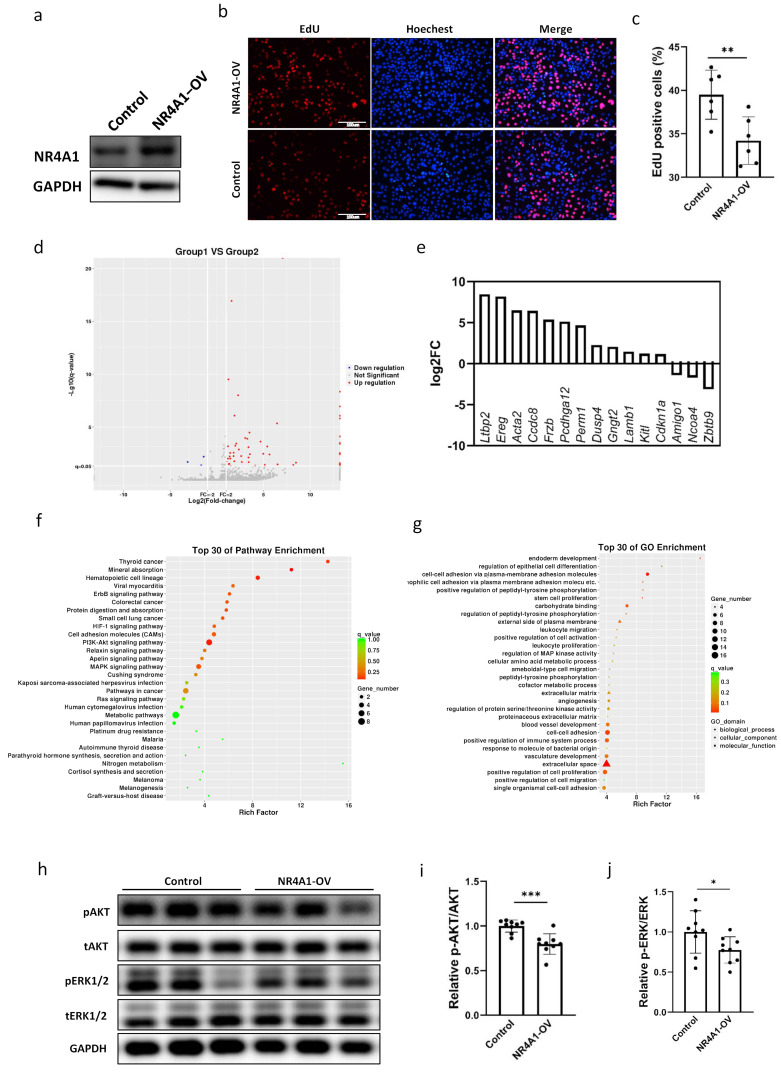
Differential transcriptome and proliferation caused by overexpression of NR4A1 in MLE-12 cells. The efficiency of NR4A1 overexpression was evaluated by Western blot (**a**). (**b**) Representative images of EdU-positive cells in NR4A1-overexpressing and control MLE-12 cells (*n* = 6). (**c**) The quantification of EdU-positive cells for (**b**). (**d**) A volcano plot of DEGs in MLE-12 cells overexpressing NR4A1. (**e**) The top 15 DEGs associated with lung injury induced by NR4A1 overexpression. (**f**,**g**) The DEGs significantly regulated by NR4A1 overexpression are enriched in the top 30 KEGG and GO pathways. (**h**) Western Blot analysis of whole-cell lysates prepared from NR4A1-overexpressing and control MLE-12 cells after transfection with the vectors for 48 h. The relative protein level of pERK1/2/tERK1/2 (**i**) and pAKT/tAKT (**j**) were quantified for (**h**), with GAPDH used as the loading control (n = 9). All data are presented as the mean ± SD. Statistical analysis was performed using unpaired Student’s *t* test. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001 as indicated. DAPI: 4′,6-diamidino-2-phenylindole; EdU: 5-ethynyl-2-deoxyuridine; DEGs: differentially expressed genes.

**Figure 4:**
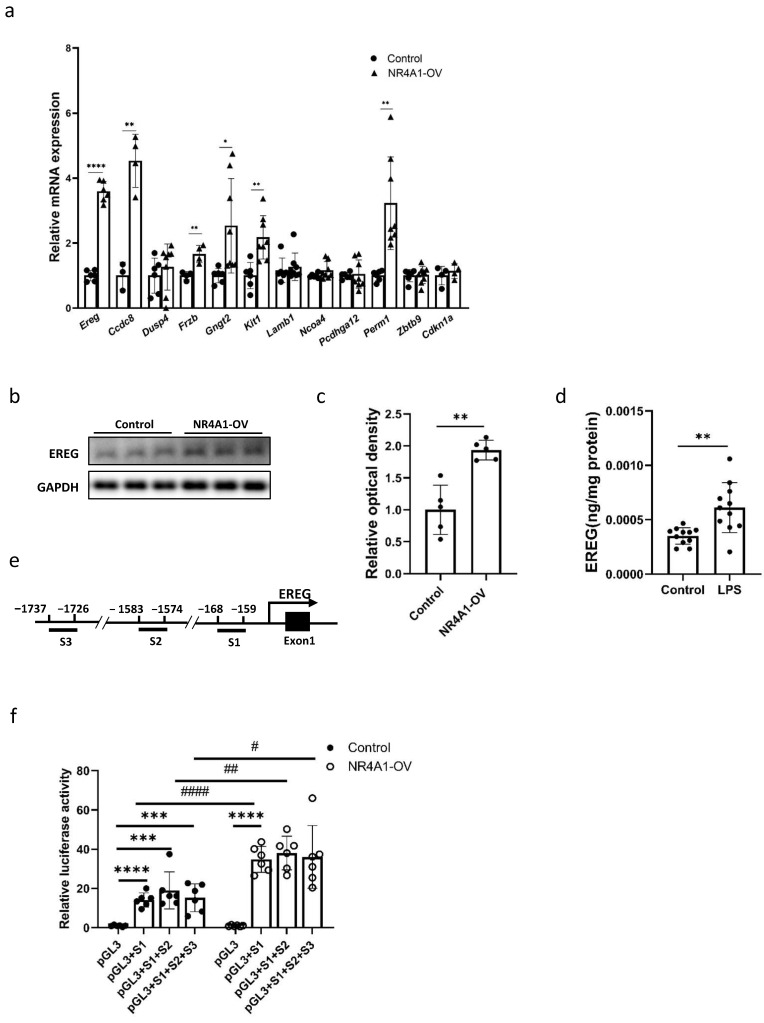
EREG is a key downstream target of NR4A1. (**a**) Verification of DEGs associated with lung injury in MLE-12 cells after transfection with the vectors for 48 h by RT-qPCR (n = 6–8). (**b**) Western Blot analysis of whole-cell lysates prepared from NR4A1-overexpressing and control MLE-12 cells after transfection with the vectors for 48 h. (**c**) The relative protein level of EREG in (**b**) (n = 5). (**d**) ELISA analysis of the protein levels of EREG in the lung tissues of neonatal mice with IUI on postnatal day 1 (n = 11). (**e**) Schematic illustration of predicted NR4A1 binding elements (S1–S3) in the total 2000 bp sequence of the promoter and 5′UTR of the murine *Ereg* gene. (**f**) Effect of S1–3 fragments EREG transcription activity mediated by NR4A1 (n = 6). All data are presented as the mean ± SD. The data were analyzed using unpaired *t*-tests. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001, ^#^ *p* < 0.05; ^##^ *p* < 0.01, and ^####^ *p* < 0.0001 as indicated.

**Figure 5:**
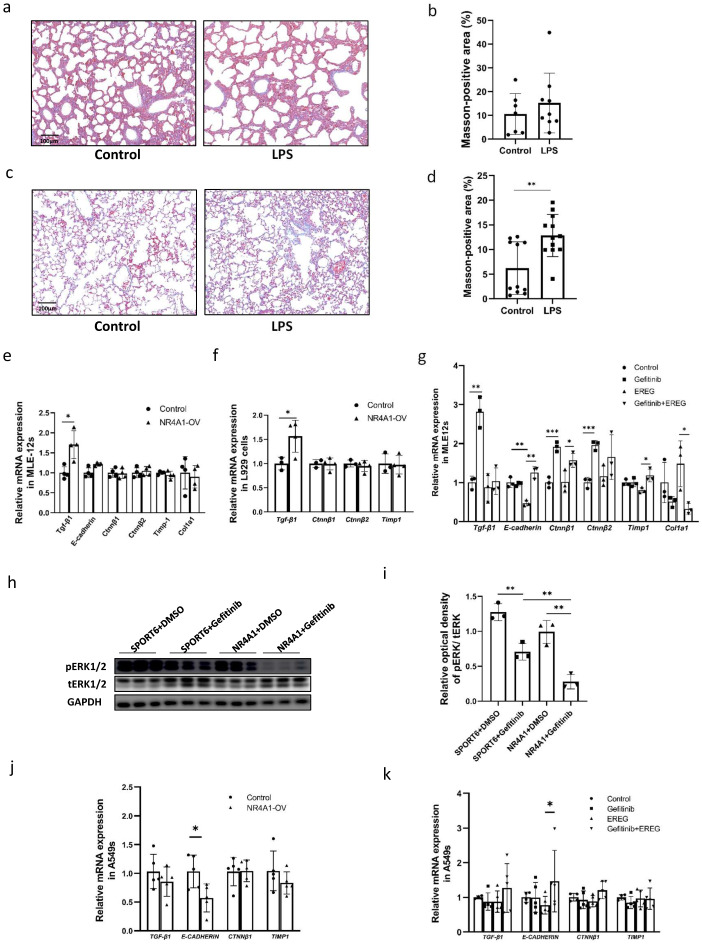
NR4A1-EREG-EGFR signaling pathway involved in development of pulmonary fibrosis induced by IUI. (**a**) Representative image of collagen fiber staining using Masson’s trichrome staining in the lungs of neonatal mice with IUI on postnatal day 1 (*n* = 7–9). (**b**) Quantification of Masson-positive areas for (**b**). (**c**) Representative images of collagen fiber staining using Masson’s trichrome staining in the lungs of neonatal mice with IUI at 6 months postnatal (*n* = 4–5). (**d**) Quantification of Masson-positive areas for (**c**). EMT-related gene expression was analyzed by RT-qPCR in MLE-12 cells (**e**) and A549 cells (**j**) after 72h transfection with NR4A1-overexpressing vectors (n = 4–5). EMT-related gene expression was analyzed in L929 cells (**f**) by RT-qPCR following 24 h treatment with conditioned media derived from NR4A1-overexpressing MLE-12 cells cultured for 48 h (*n* = 3–4). EMT-related gene expression was analyzed using RT-qPCR in MLE-12 cells (**g**) and A549 cells (**k**) pretreated with gefitinib (10 μmoL) for 1 h, followed by EREG (50 ng/mL) for 12 h (*n* = 3–5). (**h**) Western Blot analysis of whole-cell lysates prepared from NR4A1-overexpressing and control MLE-12 cells treated with DMSO or gefitinib (10 μmoL), respectively, after transfection with the vectors for 48 h. (**i**) The relative protein levels of pERK1/2/tERK1/2 and pAKT/tAKT were quantified for (**h**), with GAPDH used as the loading control (*n* = 3). All data are presented as the mean ± SD. The data were analyzed using unpaired *t*-tests. * *p* < 0.05, ** *p* <0.01, *** *p* <0.001 as indicated.

**Table 1:** The associated genes in the top 15 KEGG pathways significantly regulated by overexpressed NR4A1 in MLE-12s.

KEGG Pathway	Count	%	Genes	*p* Value
Thyroid cancer	2	5.41	*Cdkn1a,Ncoa4*	0.00098
Mineral absorption	2	4.26	*Slc39a4,Steap1*	0.00194
Hematopoietic cell lineage	3	3.19	*Cd55,Cd24a,Kitl,*	0.00131
Viral myocarditis	2	2.41	*Cd55,Cd80*	0.00957
ErbB signaling pathway	2	2.3	*Cdkn1a,Ereg*	0.01088
Colorectal cancer	2	2.22	*Cdkn1a,Ereg*	0.01193
Protein digestion and absorption	2	2.2	*Col11a1,Ace2*	0.01230
Small cell lung cancer	2	2.08	*Cdkn1a,Lamb1*	0.01422
HIF-1 signaling pathway	2	1.82	*Cdkn1a,Eno3*	0.02048
Cell adhesion molecules	3	1.81	*Cd80,Cdh5,Selp*	0.00995
PI3K-Akt signaling pathway	6	1.66	*Cdkn1a,Gngt2,Nr4a1,Lamb1,Kitl,Ereg*	0.00191
Relaxin signaling pathway	2	1.52	*Gngt2,Acta2*	0.03307
Apelin signaling pathway	2	1.43	*Gngt2,Acta2*	0.03850
MAPK signaling pathway	4	1.32	*Nr4a1,Dusp4,Kitl,Ereg*	0.01704
Cushing syndrome	2	1.23	*Cdkn1a,Nr4a1*	0.05578

## Data Availability

The data supporting the findings of this study are available from the corresponding author upon reasonable request. The GEO accession number is GSE262215, and the NCBI accession number is PRJNA1090556.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/ijms26146931/s1.

## Abbreviations

The following abbreviations are used in this manuscript:

BPD	Bronchopulmonary dysplasia
DEGs	differentially expressed genes
EdU	5-ethynyl-2′-deoxyuridine
EGFR	Epidermal growth factor receptor
EREG	Epiregulin
EMT	Epithelial–mesenchymal transition
MLE	Mouse lung epithelial
IUI	Intrauterine inflammation
NR4A1	Nuclear receptor subfamily 4, group A, member 1
LPS	Lipopolysaccharide

# Supplementary material for: NR4A1 Mediates Bronchopulmonary Dysplasia-Like Lung Injury Induced by Intrauterine Inflammation in Mouse Offspring
**Source:** Int J Mol Sci. 2025 Jul 18;26(14):6931. doi: 10.3390/ijms26146931
**Supplement:** Supplementary file 1

**Table S1.** Primers for qPCR.

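Table S1 lists the primer pairs with which the amount of each messenger RNA was measured by RT-qPCR. The 20 mouse pairs were matched to the GENCODE M21 transcripts (GRCm38), with exact matches of both primers. For 15 pairs, the named gene alone gave a product. The pair for Zbtb9 gave a product of 188 bp on Zbtb9 and on the overlapping gene Ggnbp1. For 4 pairs, no product on the named gene was found. The forward primer listed for Col1a1, TCCTCATCGTTTAGCAGTTTTGT, matched Ctnnb1, and the reverse primer listed for Fn1, GGGTCCCTCGACTCCTACAT, is also the reverse primer listed for Col1a1 and matched Col1a1. The pair listed for Ctnnβ2 matched Ctnnb1, with a product of 102 bp. The forward primer for Ncoa4, GCCCTACAATGTGAGTGATTGG, matched Ncoa4 and Gm6768, and its reverse primer, ACTGGTGCAAGGCTCGTTG, had no exact match. The pair for Ereg gave a product of 115 bp on Ereg only. Matches with mismatched bases were not searched.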

| Gene              | Species      | F/R | Sequence (5' to 3')            |
|-------------------|--------------|-----|--------------------------------|
| <i>Nr4a1</i>      | Mus musculus | F   | TTG AGT TCG GCA AGC CTA CC     |
|                   |              | R   | GTG TAC CCG TCC ATG AAG GTG    |
| <i>Ereg</i>       | Mus musculus | F   | CTG CCT CTT GGG TCT TGA CG     |
|                   |              | R   | GCG GTA CAG TTA TCC TCG GAT TC |
| <i>Kitl</i>       | Mus musculus | F   | AGA CAC AAG TGA GTA GGG CAC    |
|                   |              | R   | TCC CGG AGC GAT TTT CTT GG     |
| <i>Gngt2</i>      | Mus musculus | F   | CAG GAC CTC AGT GAG AAG GAG    |
|                   |              | R   | CCT GCT TGG GCC TCT ACA TAA T  |
| <i>Cdkn1a</i>     | Mus musculus | F   | CCT GGT GAT GTC CGA CCT G      |
|                   |              | R   | CCA TGA GCG CAT CGC AAT C      |
| <i>Lamb1</i>      | Mus musculus | F   | GAA AGG AAG ACC CGA AGA AAA GA |
|                   |              | R   | CCA TAG GGC TAG GAC ACC AAA    |
| <i>Dusp4</i>      | Mus musculus | F   | CGT GCG CTG CAA TAC CAT C      |
|                   |              | R   | CTC ATA GCC ACC TTT AAG CAG G  |
| <i>Zbtb9</i>      | Mus musculus | F   | ATG GAT GCT TCG ACT CCT TTG    |
|                   |              | R   | TTG TGA GCC CTA AGT TCC CTG    |
| <i>Ncoa4</i>      | Mus musculus | F   | GCC CTA CAA TGT GAG TGA TTG G  |
|                   |              | R   | ACT GGT GCA AGG CTC GTT G      |
| <i>Frzb</i>       | Mus musculus | F   | ACG GAG CGG ATT TTC CTA TGG    |
|                   |              | R   | CAC AAC GGC GGT CAC ATC A      |
| <i>Ccdc8</i>      | Mus musculus | F   | GGG CGT GTG GAG AGT CAT C      |
|                   |              | R   | TCC TGC AAA AAC TGG ATT AGC C  |
| <i>Perml</i>      | Mus musculus | F   | CGT TGC TGA TGT GCA ATG GAC    |
|                   |              | R   | ACA AGG GCT CGT CAC CAG A      |
| <i>Pcdhgal2</i>   | Mus musculus | F   | ACC CAG ATA CGC TAT TCG GTT    |
|                   |              | R   | AGC GAA AAG TTG AGC CCT ACC    |
| <i>Colla1</i>     | Mus musculus | F   | TCCTCATCGTTTAGCAGTTTTGT        |
|                   |              | R   | GGGTCCCTCGACTCCTACAT           |
| <i>Fn1</i>        | Mus musculus | F   | GATGTCCGAACAGCTATTTACCA        |
|                   |              | R   | GGGTCCCTCGACTCCTACAT           |
| <i>Tgf-β1</i>     | Mus musculus | F   | CCACCTGCAAGACCATCGAC           |
|                   |              | R   | CTGGCGAGCCTTAGTTTGGAC          |
| <i>Timpl</i>      | Mus musculus | F   | CGAGACCACCTTATACCAGCG          |
|                   |              | R   | ATGACTGGGGTGTAGGCGTA           |
| <i>E-cadherin</i> | Mus musculus | F   | CAG GTC TCC TCA TGG CTT TGC    |
|                   |              | R   | CTT CCG AAA AGA AGG CTG TCC    |
| <i>Ctnnβ1</i>     | Mus musculus | F   | ATG GAG CCG GAC AGA AAA GC     |
|                   |              | R   | GCC ACT CAG GGA AGG A          |
| <i>Ctnnβ2</i>     | Mus musculus | F   | CCC AGT CCT TCA CGC AAG AG     |
|                   |              | R   | CAT CTA GCG TCT CAG GGA ACA    |
| <i>TGFβ1</i>      | Homo sapiens | F   | CTATTGCTTCAGCTCCACGG           |
|                   |              | R   | AGAAGTTGGCATGGTAGCCC           |
| <i>E-CADHERIN</i> | Homo sapiens | F   | CTGGACCGAGAGAGTTTCCC           |
|                   |              | R   | GTTAGCCTCGTTCTCAGGCA           |
| <i>CTNNB1</i>     | Homo sapiens | F   | CCTGTTCCCCTGAGGGTATTT          |
|                   |              | R   | TCAAATCAGCTTGAGTAGCCA          |

|              |              |                                               |
|--------------|--------------|-----------------------------------------------|
| <i>TIMP1</i> | Homo sapiens | GCAATTCCGACCTCGTCATCA<br>GGGTGTAGACGAACCGGATG |
|--------------|--------------|-----------------------------------------------|

---

**Table S2.** Prediction the potential transcription factor binding sites of NR4A1 on the EREG promoter using the online FIMO website.

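Table S2 gives the matches of the NR4A1 binding motif in the fragment that was cloned in front of the luciferase gene. The start and end columns count from the first base of that fragment, and the location column counts back from its end, so that the site S1, TAAAGGTCGC, at positions 1833 to 1842 is given as -168 to -159. The site S2, AGAAGGTCAG, lies at positions 418 to 427 and the site S3, TGAAAGGGCAGA, at positions 264 to 275. In GENCODE M21, Ereg lies on the plus strand of chromosome 5 of GRCm38 from 91074622 to 91093646, with 5 exons and a 5′ untranslated region of 138 bp before the start codon at 91074760. None of the 3 sequences occurs in the annotated Ereg transcript. The paper describes the fragment as promoter and 5′ untranslated region. If it ends just before the start codon, S1 covers positions 91074592 to 91074601. The genomic sequence of the promoter was not used here, so these positions were not matched to it.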

| <b>Motif ID</b> | <b>Alt ID</b> | <b>Sequence Name</b> | <b>Strand</b> | <b>Start</b> | <b>End</b> | <b>p-value</b> | <b>q-value</b> | <b>Matched Sequence</b> | <b>Location</b>   |
|-----------------|---------------|----------------------|---------------|--------------|------------|----------------|----------------|-------------------------|-------------------|
| MA1112.1        | NR4A1         | EREG 2000bp.seq      | -             | 418          | 427        | 2.21e-05       | 0.0746         | AGAAGGTCAG              | -1583 to -1574 bp |
| MA1112.2        | NR4A1         | EREG 2000bp.seq      | -             | 264          | 275        | 3.15e-05       | 0.125          | TGAAAGGGCAGA            | -1737 to -1726 bp |
| MA1112.1        | NR4A1         | EREG 2000bp.seq      | +             | 1833         | 1842       | 3.75e-05       | 0.0746         | TAAAGGTCGC              | -168 to -159 bp   |
| MA1112.2        | NR4A1         | EREG 2000bp.seq      | -             | 417          | 428        | 6.75e-05       | 0.134          | TAGAAGGTCAGT            | -1584 to -1573 bp |

**a**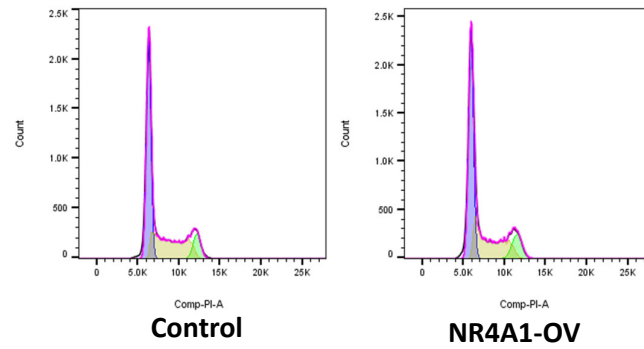**b**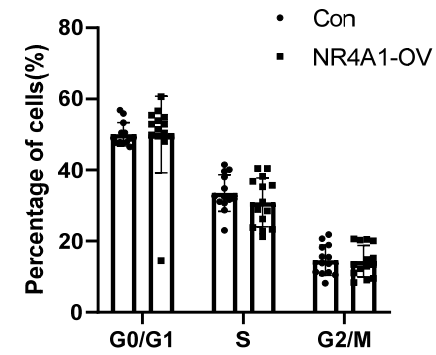

**Figure S1.** Cell cycle of NR4A1-overexpressing MLE-12 cells analyzed using flow cytometry: **(a)** representative image; **(b)** quantification of cell fractions in the G0/G1, G2/M, and S phase (n = 13–14). All data are presented as mean $\pm$ SEM. Data was analyzed using unpaired t-tests.

How the deposited data were processed for this re-analysis (not part of the article)

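RNA was sequenced from MLE-12 mouse lung epithelial cells in 2 groups, 3 libraries with NR4A1 overexpression and 3 vector controls, and the samples were assigned to groups and replicate numbers from the submitters' labels and the methods of the paper. The authors deposited a single table with a read count per gene and library and an FPKM value per gene and library. For the counts, the paper states the strand-specific library kit and the sequencer, and the paper's text does not name the aligner, the counting program, the annotation or the filters. Of 34267 gene identifiers of the table that GENCODE M21 also lists, 27682 (80.8%) have the same chromosome, start, end and strand, so coordinates are given on GRCm38. The FPKM values that the authors deposited were checked against the counts. Over 10081 genes, the ratio of count to FPKM differed between libraries as the total counts do, with a largest deviation of the median of 5.27e-06%, so the authors scaled FPKM by the total count of each library and by a gene length that is the same in every library.

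The total count per library lay between 15019038 and 17574340, and 3 counts were taken as the smallest amount that a library can show. A fold against vector controls that were all at or under 3 counts was computed against 3 counts and is a lower bound. These limits cover counting error only. From the counts, TMM factors, the default filter on low counts (filterByExpr) and the quasi-likelihood test were computed with edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment. A gene passed the threshold with an adjusted p under 0.05 and a fold change of at least 2. Standard errors were obtained from the fold change and the F statistic. Genes that the filter removed, such as Ereg and Ltbp2, have no p-value, and their log2 fold change was computed with the same library sizes. The S-phase and G2/M lists were the cell-cycle genes of the Seurat package in mouse spelling, the EMT list was written by hand from Fig. 5e and common markers, and all 3 were fixed beforehand and tested with camera from limma 3.58.1 with a preset inter-gene correlation of 0.01. Reads from strands or genes that share sequence are not told apart by the deposited counts.

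The alternatives set before the data were examined were DESeq2 1.42.0, edgeR's exact test, limma-voom, median-ratio size factors, library totals without TMM factors, no count filter, a mean of at least 10 counts, an unadjusted p, no fold threshold, a test against a 2-fold change (glmTreat), the replicate number as a block, each library left out in turn, Nr4a1 left out, and limma on log2(FPKM + 1) of genes with a mean FPKM of at least 1 in either group. The pairing by replicate number comes from the sample labels, and the paper does not state that same-numbered cultures were transfected together. Chosen after the data had been seen were DESeq2 and edgeR's exact test without the count filter, the exact test on the 5 libraries other than NR4A1 overexpression replicate 2, and the sums of Zbtb9 with Ggnbp1 and of Ncoa4 with Gm6768.

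The methods were tested on simulated counts drawn from the means and spread of these libraries, with 200 of the genes changed 3-fold. The changed genes were drawn from those with higher mean counts, and no library was simulated as an outlier. Recovery was thus not measured for genes with few counts or for a rise in a single library. With 13160 genes tested, edgeR's quasi-likelihood test recovered 188 of the 200 genes (94.0%) and 9 of its 197 calls (4.6%) were false, while DESeq2 recovered 193 with 14 false calls the exact test 194 with 20 false calls, and limma-voom 189 with 7 false calls. In camera, a simulated list of 40 lowered genes gave a p of 1.64e-16 and a list of 40 random genes a p of 0.692. The lowered genes were simulated without correlation between them and with a larger shift than the median of the S-phase list. This check thus does not cover small shifts or correlated genes.

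The text names every gene that the paper names for these cells, the lists above, and, among genes past the threshold whose groups do not overlap, the 5 with the smallest adjusted p and the 5 with the largest fold change in each direction. Rab5c, Ggnbp1, Gm6768, Krt86, Xist and the genes of the marker lists were added after the data had been seen. Some single-gene results are not reported here. For comparisons of a gene list with chance, 10000 random lists of genes were drawn with the same number of genes and similar mean expression. Sequences of siRNAs and primers were matched with Python 3.11.15 to the transcripts of GENCODE M21. Pathway and GO enrichment was not run, since the members of the terms were not used here, and the search for the Ereg sites in the genome was not run, since a genome sequence was not used here.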

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

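The tests of Nr4a1, of depth and of the label in replicate 2, those of its epithelial genes and of a tilt in a vector control, that of shared genes in vector control replicate 1, and those of depth and of replicate 2 for the genes at 0 in the vector controls were chosen after the result was seen. The marker lists were written before their genes were looked at, with the genes already seen to be high in replicate 2 left out.

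A signal that the paper does not discuss sets NR4A1 overexpression replicate 2 apart. The genes that carry it include Ltbp2, Ereg, Acta2, Frzb and Pcdhga12 of Fig. 3e and Cd80, Cdh5 and Selp of Table 1. In this library 349 genes had at least 1 CPM and were at least 10-fold above every other library, with 0.654% of its counts, against 10 such genes in vector control replicate 1, 1 in vector control replicate 2 and 0 in the other 3 libraries. A candidate explanation is RNA of another cell type in the library. Among 10000 random gene lists of similar expression, the fibroblast list and the endothelial list lay at the percentile of 100 in replicate 2, above every random list drawn, and the smooth muscle list at the percentile of 99.99, with 9 of 12, 10 of 12 and 10 of 10 genes higher there than in every other library. The immune list lay at the percentile of 67.2 and the erythroid list, with 3 genes counted, at 55.5. The 4 Y-chromosome genes Ddx3y, Eif2s3y, Kdm5d and Uty together had 336 counts in replicate 2, against 2 and 1 in the other NR4A1 libraries and 15, 0 and 1 in the vector controls, which suggests RNA of cells of male origin that the other libraries hold little of. Nr4a1 itself was 0.966 times the mean of the other 2 NR4A1 libraries and 131.5 times the mean of the vector controls, so neither stronger overexpression nor a mislabelled sample was borne out. The total count ranked 4 of 6. The 7 epithelial genes of the EMT list lay at the percentile of 44.7 of random lists, with a median log2 ratio of 0.00. Of these genes, Cldn7 had 0 counts in all 3 NR4A1 libraries and Epcam at most 3 in each. Neither could show a fall in replicate 2, so the median does not decide whether the expressed genes were lowered together. Single epithelial genes went both ways there. Cdh1 had 439 counts against 460 and 514 in NR4A1 overexpression replicates 1 and 3, and Krt18 had 164 against 8 and 14. A median near 0 over such genes cannot decide on a loss of the epithelial state in the MLE-12 cells. Across 12891 genes, the deviation of replicate 2 from the other NR4A1 libraries correlated with GC content (Spearman's rho 0.360) and with transcript length (rho -0.361), both beyond the limit of 0.3 set before the test. Genes are not independent replicates in these correlations. Vector control replicate 2 deviated with length more strongly (rho -0.499) and has 1 such gene, so a tilt with length alone did not give such genes there. Its correlation with GC content was 0.218, under the limit, so that comparison decided nothing about GC content. The 349 genes had a median GC content of 49.7% against 49.6% in all tested genes, which goes against GC content as the source of these genes. RNA of other cells, which the marker lists and the Y-chromosome genes point to, remains, and the pattern cannot be told apart from it. A loss of the epithelial state was not excluded. An effect of NR4A1 on single genes among the 349 is not excluded, since Frzb had a log2 fold change of 3.01 without replicate 2.

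The genes that are high in replicate 2 were also counted at a low level in vector control replicate 1. For the 87 genes with at least 200 counts in replicate 2, vector control replicate 1 had 4.65% of the count of replicate 2, against between 1.14% and 1.43% in the other 4 libraries. If reads of replicate 2 had been assigned to the wrong library, each gene would appear in the same proportion. The dispersion index around the common proportion was 15.0, and Ereg, for which 26.0 counts would follow from that proportion, had 0, so an assignment of reads alone does not account for it.

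The paper names 8 of the 22 genes past the threshold and does not discuss the other 14. Of those 14, 5430421N21Rik and Capn6 had the smallest adjusted p-values, with log2 fold changes of 6.39 and 2.34, in edgeR's quasi-likelihood test, and in the fits that each left out a library their log2 fold changes stayed between 6.06 and 6.79 and between 2.22 and 2.46, with largest adjusted p-values of 0.0247 and 0.0302. 5430421N21Rik lies 210339 bp from Nr4a1 on chromosome 15, and Krt86, which had 11, 20 and 25 counts in the NR4A1 libraries and 0 in the vector controls, lies 198686 bp from it. A rise of the whole region around Nr4a1 was not borne out, since the 7 other tested genes within 500000 bp had a median log2 fold change of -0.18, at the percentile of 1.41 of random lists and so below most of them. Other technical explanations for the individual genes were not tested, so they are not called biological here.

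A set of 12 genes had more than 3 counts in all 3 NR4A1 libraries and 0 counts in all vector controls, among them Uroc1, Gcnt1, Hapln1 and Trpm1, and their counts over the 6 libraries added up to between 19 and 157 per gene. Their median ratio of replicate 2 to the mean of the other NR4A1 libraries was 1.06, but the genes were chosen for being counted in all 3 NR4A1 libraries, so this ratio alone decides nothing about RNA of other cells. The Y-chromosome genes had 2 and 1 counts in replicates 1 and 3, where Uroc1 had 29 and 66, which goes against the RNA found in replicate 2 as the source. The NR4A1 libraries with a total above every vector control numbered 0, which goes against greater depth. Of the 4 splits of the 6 libraries that part all same-numbered pairs, the real split included, 1 gave as many such genes, and the largest number in the other 3 was 2. The other 6 splits part 1 pair each and gave at most 9. With 4 splits, the share is never under 0.05, so this count cannot decide whether the arrangement arose by chance. Of the 12 genes, 3 passed the threshold in edgeR's quasi-likelihood test.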

How the results depend on the processing

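Nr4a1 kept its direction and its side of the threshold in every alternative in which it had a value. For Ereg, only lower bounds above 0 were kept, so its direction could not change and its direction decides nothing. Fits that removed Ereg by the count filter gave it no p-value. The log2 fold change of Nr4a1 lay between 6.93, with limma on log2(FPKM + 1), and 7.16. The lower bound of Ereg, on the log2 scale, lay between 5.99 and 6.58, and Ereg did not pass the threshold in any alternative that tested it, with adjusted p-values of 0.701 with a mean of at least 10 counts, 0.808 without the count filter, 0.896 with limma on FPKM and 0.816 with the exact test without the count filter. Without NR4A1 overexpression replicate 2, Ereg had no lower bound above 0, since 5 and 0 counts were left against at most 2.

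The number of genes with higher expression, 22, was 22 with median-ratio size factors and with library totals, 28 with limma-voom, 17 without the count filter, 30 without the fold threshold and 21 with Nr4a1 left out, with 0 lower in these except 1 without the fold threshold. It was 71 higher and 2 lower (73 in total) with DESeq2, 67 higher and 1 lower (68 in total) with edgeR's exact test, and 144 higher and 17 lower (161 in total) with the unadjusted p, each of which included all 22 genes. It was 8 with a mean of at least 10 counts, 5 with the replicate block, 7 with limma on log2(FPKM + 1) and 3 with the test against a 2-fold change, all of them among the 22 and with 0 lower. Across the 6 fits that each left out a library, it ranged from 3 to 25 genes with higher expression, from 0 to 3 with lower and from 3 to 28 in total. Of the alternatives chosen after the data had been seen, DESeq2 without the count filter gave 63 higher and 2 lower (65 in total), the exact test without the count filter 52 and 1 (53 in total), and the exact test on the 5 libraries other than NR4A1 overexpression replicate 2 gave 80 and 9 (89 in total). The causes of these differences were not tested. In the simulated counts, the exact test and DESeq2 made more false calls than the quasi-likelihood test, 20 and 14 against 9, and limma-voom made 7.

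Of the 4 splits of the 6 libraries that part all 3 same-numbered pairs, the real split included, 1 gave as many genes with changed expression, and the largest number in the other 3 was 3. The other 6 of the 10 splits part 1 pair each and gave between 0 and 2 genes. At an unadjusted p under 0.05 with at least a 2-fold change, the real split gave 161 genes. The largest number in the other 3 splits that part all pairs was then 126. The 6 splits that part 1 pair each gave between 41 and 155, so the real split stood out less at the unadjusted p. With 4 splits, the share cannot fall under 0.05.

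The S-phase list had a median log2 fold change of -0.059 and an adjusted p of 0.0278 over the 3 lists from camera, with 32 of 43 genes lower. With the estimated inter-gene correlation the median was the same, -0.059, and the adjusted p was 0.540, and over its alternatives the adjusted p lay between 0.000154 and 0.687. The EMT list, with a median of 0.48 and an adjusted p of 0.0278, gave 0.48 with an adjusted p of 0.540 under the estimated correlation, and 0.36 with an adjusted p of 0.107 with the replicate block, where the S-phase list gave -0.061 with 0.0296. Over its alternatives the adjusted p of the EMT list lay between 0.000154 and 0.540. The G2/M list had a median of -0.02 and an adjusted p of 0.101. Without each library in turn, the medians ranged from -0.093 to -0.013 for the S-phase list, from -0.073 to 0.024 for the G2/M list and from -0.14 to 0.61 for the EMT list. The direction changed without NR4A1 overexpression replicate 2, to 0.024 for the G2/M list and -0.14 for the EMT list, where the adjusted p-values of the S-phase, G2/M and EMT lists were 0.687, 0.687 and 0.336. The S-phase list gave a p as small in 3, the G2/M list in 4 and the EMT list in 4 of the 4 splits that part all same-numbered pairs.

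Among the 38 single genes named with a value, the other alternatives gave 72 weaker and 43 stronger results and 18 changed directions, out of 700 results. Their direction changed for Ltbp2 (-0.30), Acta2 (-1.41), Tgfb1 (-0.13), Timp1 (-0.40), Col1a1 (-0.83) and Ccl2 (-3.80) without NR4A1 overexpression replicate 2, and to -0.30, -1.40, -0.13, -0.40, -0.83 and -3.80 with the exact test on the 5 other libraries. Tgfb1 also changed direction with limma on FPKM (-0.0066) and without vector control replicate 1 (-0.01) or 3 (-0.02), Ctnnb1 without vector control replicate 3 (-0.0047), and Nfkbia without NR4A1 overexpression replicate 1 (0.022). Across the fits that each left out a library, the log2 fold changes of these genes ranged from -0.30 to 10.58 for Ltbp2, -1.41 to 7.09 for Acta2, -0.13 to 0.17 for Tgfb1, -0.0047 to 0.26 for Ctnnb1, -0.40 to 3.05 for Timp1, -0.83 to 3.72 for Col1a1, -3.80 to 7.41 for Ccl2 and -0.17 to 0.022 for Nfkbia. The sum of Zbtb9 and Ggnbp1, chosen after seeing the data, had a log2 fold change of 0.030. Fits for genes that an alternative did not test have no value. Pathway and GO enrichment, set beforehand, was not run, nor were the settings meant for a table of normalized values alone (another pseudocount, no filter on low values and quantile normalization), since counts were deposited. Ereg and Ltbp2 had at most 7 counts in every library other than NR4A1 overexpression replicate 2, so only large changes could be tested. The large changes seen rest on replicate 2, with 560 and 2815 counts, and were not repeated in the other NR4A1 libraries.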

Differences from the paper's values

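The paper reports 57 genes with upregulated and 3 with downregulated expression, 60 in total, and the counts gave 22, 0 and 22 with edgeR's quasi-likelihood test at an adjusted p under 0.05 and at least a 2-fold change. At an unadjusted p under 0.05 the same test gave 144 higher and 17 lower. The paper's methods give a p-value, while its Fig. 3d draws the line at q = 0.05, so whether its p was adjusted is not settled. Of the alternatives set before the data were examined, DESeq2 (71 higher, 2 lower, 73 in total) came within 1.5 times all 3 of the paper's numbers, and edgeR's exact test (67 higher, 1 lower, 68 in total) within 1.5 times the paper's 57 and 60 but not its 3. The fits without NR4A1 overexpression replicate 2, with 3 lower, and without vector control replicate 3, with 2 lower, did so for the paper's 3, but not for its 57 and 60. None of the others did so for any of the 3 numbers. Of the alternatives chosen after seeing the values, DESeq2 without the count filter (63 higher, 2 lower, 65 in total) came within 1.5 times all 3 numbers, edgeR's exact test without the count filter (52 higher, 1 lower, 53 in total) within 1.5 times the paper's 57 and 60, and the exact test on the 5 libraries other than NR4A1 overexpression replicate 2 (80 higher, 9 lower, 89 in total) within 1.5 times 57 and 60.

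For 12 of the 15 genes of Fig. 3e, the log2 fold changes read by eye did not differ from the values computed here by more than the replicate SD, and the largest difference was 0.141. Ereg, Ccdc8 and Perm1 have lower bounds only, with which the paper's values cannot be compared in this way.

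The paper calls all 15 genes of Fig. 3e and the genes of Table 1 differentially expressed. The quasi-likelihood test called 4 of the 15 and 7 of the 19. DESeq2 also called Amigo1, Ccdc8 and Cdkn1a of Fig. 3e and Cd24a, Cdkn1a, Col11a1 and Steap1 of Table 1. The exact test also called Amigo1, Ccdc8 and Frzb, and the same genes of Table 1 apart from Cdkn1a. The fit without vector control replicate 1 called Ncoa4, the fit without vector control replicate 3 called Amigo1 and Zbtb9, and the fit without NR4A1 overexpression replicate 2 called Cd24a and Col11a1. DESeq2 without the count filter, chosen after seeing the values, also called Zbtb9, and both exact tests chosen after seeing the values called Ccdc8, Frzb, Cd24a and Col11a1, and the one on 5 libraries also Steap1. At an unadjusted p under 0.05 and at least a 2-fold change, all 13 tested genes of Fig. 3e and all 16 tested genes of Table 1 passed. Adjusted over each list alone, the same 13 and 16 genes passed with edgeR's quasi-likelihood test. Adjusted over all tested genes, Ltbp2, Ereg, Acta2, Pcdhga12, Lamb1, Cd80, Cdh5 and Selp passed the threshold in none of the fits that tested them. The threshold was an adjusted p under 0.05 with at least a 2-fold change. The default filter on low counts removed Ltbp2, Ereg, Cdh5 and Selp, so only fits without that filter tested them. DESeq2 with that filter gave no adjusted p for Acta2, Frzb, Pcdhga12 and Cd80, so it did not decide on these genes.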

Other observations

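The test of a near-identical copy of Ncoa4 was chosen after the result was seen, and so was the limit of 0.9 under which a smaller SD of a sum was counted as smaller.

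The genes with lower expression in the paper split among the vector controls. For Zbtb9, a candidate explanation is that reads were counted on the overlapping gene Ggnbp1 in place of Zbtb9 in some libraries. The SD of the summed normalized count over the 6 libraries was 0.193 times that of Zbtb9 alone, and the log2 fold change of the sum was 0.030. For Ncoa4, the sum with the adjoining gene Timm23 had a ratio of 0.961, too close to 1 to decide. For the sum of Ncoa4 and Gm6768, which shares part of its sequence, the ratio was 0.761, the smaller SD that shared reads would give. Between vector control replicates 1 and 3, however, Ncoa4 went from 180 to 957 counts while Gm6768 had 1903 and 1896, and the sum went from 2083 to 2853, so reads shared with Gm6768 do not account for the split between these libraries. No gene with a count lies within 1000 bp of Amigo1, so no such test was made for it. No biological explanation for a split among vector controls was tested, since the design gives none.

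The EdU result of the paper bears on genes of the S phase. The median log2 fold change of the 43 S-phase genes was -0.06, that of the 52 tested G2/M genes was -0.02, and that of all tested genes was 0.01. No gene of either list passed an adjusted p under 0.05, over all genes or over the list alone. Without NR4A1 overexpression replicate 2, the medians were -0.01 and 0.02.

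The paper examines Tgf-β1 and other EMT genes by RT-qPCR in Fig. 5e. In the RNA-seq counts, Tgfb1 had 381, 659 and 554 counts in the NR4A1 libraries and 517, 597 and 524 in the vector controls, a log2 fold change of 0.03 (standard error 0.161, adjusted p = 0.987 from edgeR's quasi-likelihood test). Cdh1 had a log2 fold change of -0.27 (standard error 0.0887, adjusted p = 0.639 from the same test) and was lower in all 3 NR4A1 libraries than in every vector control. Col1a1 had 99, 4189 and 84 counts in the NR4A1 libraries and 303, 103 and 124 in the vector controls, and Timp1 had 53, 1212 and 57 against 110, 76 and 48.

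Of the targets of NR4A1 that the paper's introduction names, Bcl2 had a log2 fold change of 0.18 (adjusted p = 0.880 from edgeR's quasi-likelihood test) and Nfkbia of -0.09 (adjusted p = 0.951 from the same test). Cdkn1a had a log2 fold change of 1.21 (adjusted p = 0.460 from the same test) and was higher in all 3 NR4A1 libraries than in every vector control, and of the 3 tested targets it was the 1 that passed an adjusted p under 0.05 over this list alone. Ccl2 had 0, 63 and 0 counts in the NR4A1 libraries and 5, 0 and 0 in the vector controls, and was not tested. Tnfsf10 had 24, 8 and 24 counts in the NR4A1 libraries and 8, 2 and 10 in the vector controls. The EGFR ligands other than Ereg included Areg, with a log2 fold change of 0.87 (adjusted p = 0.875), and Egfr itself had 1.41 (adjusted p = 0.454), both from the same test.

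Xist was counted 43774, 21118 and 41340 times in NR4A1 overexpression replicates 1, 2 and 3 and 44234, 22768 and 37551 times in vector controls 1, 2 and 3. The libraries numbered 2 held the lowest count in each group.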
